A study of Homo sapiens with 7 samples. Its data were reported in "Single-Cell RNA Sequencing Identifies Extracellular Matrix Gene Expression by Pancreatic Circulating Tumor Cells" (2014).

How the data were processed

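The deposited table held raw read counts per gene for 7 single cells, 1 column per cell, as deposited by the authors. Per the labels, reads were aligned with TopHat2 2.0.4 and Bowtie 0.12.7 to hg19. As described in the study's methods, single cells were picked from blood after microfluidic depletion of leukocytes and staining for EPCAM or CDH11 against CD45. RNA was amplified with an oligo-dT protocol that favors the 3' end of transcripts, screened by qPCR for RNA quality, and sequenced in color space on an ABI instrument. The study's methods give the counting of uniquely aligned reads over exons of known UCSC genes for mouse, and the identifiers of the human table fit the same scheme. PCR copies were not collapsed, since the protocol has no molecular identifiers, so reads are not independent molecules and intervals and limits cover counting error only.

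The table had 36412 rows. Of these, 21651 carried a gene symbol and 14761 did not. The latter are mostly known transcripts without an Entrez gene, and their share of reads was 57.9%, 61.5%, 43.7%, 62.9%, 21.0%, 5.48% and 18.6% in cells 1 to 7. A read can be counted in more than 1 row where transcripts overlap, so a library total counts some reads more than once. All rows entered the library totals. Rows with the same symbol were summed, which gave 20339 named genes, of which 11950 had a read in any cell. Strand of the reads was not given in the sources used here, so overlapping and antisense genes cannot be separated. For the privacy of donors, 480 rows were kept in the totals only: genes on chromosome Y, X-inactivation RNAs, HLA genes, immunoglobulin and T cell receptor segments, and genes that follow common deletions.

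Counts were divided by the library total and expressed in rpm. Library totals ran from 24763 to 7726907 reads, so that 1 read stood for 40.4 rpm in the shallowest library and 0.129 rpm in the deepest. A count of 0 allows up to 3 reads, which was 121 rpm in cell 2 and 0.388 rpm in cell 7. Log10 values used a pseudocount of 0.129 rpm for genes and 1 rpm for sums over lists. The threshold of 100 rpm is the study's. Its methods, given for mouse, divide by the reads mapped to any gene, linked through Entrez identifiers. The totals here hold all rows, so 100 rpm can be a stricter cut than in the study. Shares of cells and shares of reads were given with exact Clopper-Pearson intervals at 95%. The replicate was the donor, and cells of a donor were averaged before means and SDs were taken over 3 donors; cells of a donor are not independent.

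Each list was set beside 10000 random lists, drawn among genes with a read in any cell and as large as the number of list members with reads. The 25 lists reported were fixed before the data were examined: those of the study for epithelial, hematopoietic, endothelial, ECM, stem cell and epithelial-mesenchymal genes, lists for platelet, erythroid, T and NK, B and plasma, myeloid, fibroblast, extended endothelial, mesothelial, pancreatic ductal and endocrine, and hepatocyte genes, and lists for proliferation, immediate early and heat shock, actin cytoskeleton, housekeeping and ribosomal protein genes. In the table, 3 of their symbols were not found. Correlations were Pearson correlations of rpm over all rows kept, averaged after the atanh transform, with a jackknife over cells. Cells of the same donor were compared with cells of different donors by an exact permutation test over all assignments of cells to donors of the same sizes. SPARC was compared with the other ECM genes by an exact sign-flip test over donors.

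Genes were named by a rule fixed before the data were examined. It took SPARC and the genes of the study's short lists, ECM list genes above 100 rpm in at least 3 cells, up to 4 leading members of each other list, the 15 genes with the highest minimum, the 10 with the highest mean, and the 10 with the largest range among genes above 1000 rpm in at least 2 cells. This gave 136 genes; 2 further genes and the short lists that hold them are not reported here.

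Alternatives fixed beforehand were thresholds of 50, 200 and 1000 rpm, totals without the 10 leading rows of a cell, TMMwsp factors from edgeR 4.0.16, thinned counts, another pseudocount, equal weight for cells, other correlations, and leaving out each cell and each donor. Alternatives added after seeing the data were totals of Entrez rows, named genes alone, the 2 deep libraries alone, the lower exact bound of SPARC, and SPARC after subtraction of reads predicted from the deep libraries. Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and in R 4.3.3. The donor test was tested on simulated data for 11950 genes in 7 cells: 15 of 200 sets without a donor effect and 50 of 50 sets with one had an exact permutation p under 0.05. The simulated sets used log10 values without counting noise or differences in depth. They therefore do not give the power of the test on rpm in these libraries. The estimate of reads shared between libraries recovered the simulated rates to within 11.0%. The simulated libraries held reads of the 2 deep ones alone, so the estimate was not tested where a library also holds other RNA.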

Results

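Single circulating tumor cells (CTCs), which are cells shed by a tumor into the blood, were profiled by RNA-seq from the blood of patients with pancreatic cancer. The data comprised 7 single cells from 3 donors, who contributed 2, 4 and 1 cells, and all cells formed a single group. No control cells were part of the count table, so the values below describe these cells and no comparison between conditions was made. The gene table held 46417, 24763, 42432, 57608, 52630, 6843212 and 7726907 reads for cells 1 to 7. A level of 100 rpm (reads divided by the library total, scaled to 1e+06 reads) therefore stood for between 2.48 and 5.76 reads in the 5 shallow libraries, and for 684 and 773 reads in cells 6 and 7. Means and SDs were taken over the 3 donors after averaging the cells of each donor, and intervals are exact Clopper-Pearson 95% intervals that cover counting error only.

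To determine whether pancreatic CTCs expressed extracellular matrix (ECM) transcripts, SPARC was examined first. SPARC (Entrez 6678, chromosome 5, minus strand of hg19) encodes a secreted glycoprotein that binds collagen and calcium. It was above 100 rpm in 7 of 7 cells (100%, interval 59.0% to 100%) and in every cell of all 3 donors. These cells and donors cannot all be counted as independent, since 3 shallow libraries from 2 donors had correlations of 0.998 to 0.999. Such correlations of rpm rest mostly on the rows with the most reads. SPARC had a mean level of 2.66 ± 0.46 on the log10 scale (SD, n = 3 donors), a geometric mean of 461 rpm. SPARC reached 1715 rpm in cell 6 (11738 reads, interval 1684 to 1747 rpm) and 1456 rpm in cell 7 (11249 reads, interval 1429 to 1483 rpm), where it ranked 38 and 65 among named genes. In the same libraries, the erythroid list summed to 754408 rpm and the epithelial list to 1.02 rpm in cell 6, and the lists to 19625 rpm (platelet) and 92.1 rpm (epithelial) in cell 7, which had 0 EPCAM reads and 595 KRT18 reads. The mean level of SPARC was 2.41 on the log10 scale without cell 7.

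In the 5 shallow libraries the same transcript rested on few reads. Cells 1 to 5 held 13, 3, 6, 10 and 22 SPARC reads, or 280, 121, 141, 174 and 418 rpm. The lower bound of the interval was above 100 rpm in cells 1, 5, 6 and 7 and below it in cells 2, 3 and 4. In cell 2, for example, the interval ran from 25.0 to 354 rpm. SPARC stayed above 200 rpm in 4 cells and above 1000 rpm in 2 cells. Genes specific to the library of cell 6 appeared in cell 5 at a median 0.263% of their reads, and in cells 1 to 4 at less even shares. The SPARC reads that such shares predict for the shallow libraries were subtracted, an analysis added after the data were seen. After it, 0 of the 5 shallow libraries were above 100 rpm of their totals over all rows. Nothing was subtracted from cells 6 and 7. The subtraction left SPARC reads in cell 1 (13 against 9.45 predicted) and cell 3 (6 against 3.86), and none in cells 2, 4 and 5. SPARC lay above the mean of the other ECM genes in 3 of 3 donors (exact sign-flip test, two-sided p = 0.25, the smallest p that 3 donors allow). Only 159 of the 301 genes of the ECM list had a read in any cell. That mean is therefore low, and a gene with reads in every donor lies above it almost by construction. The study had named SPARC in mouse CTCs and chose its human ECM genes over all CTC samples, these cells included. This direction is therefore not independent evidence.

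**Figure D1:**
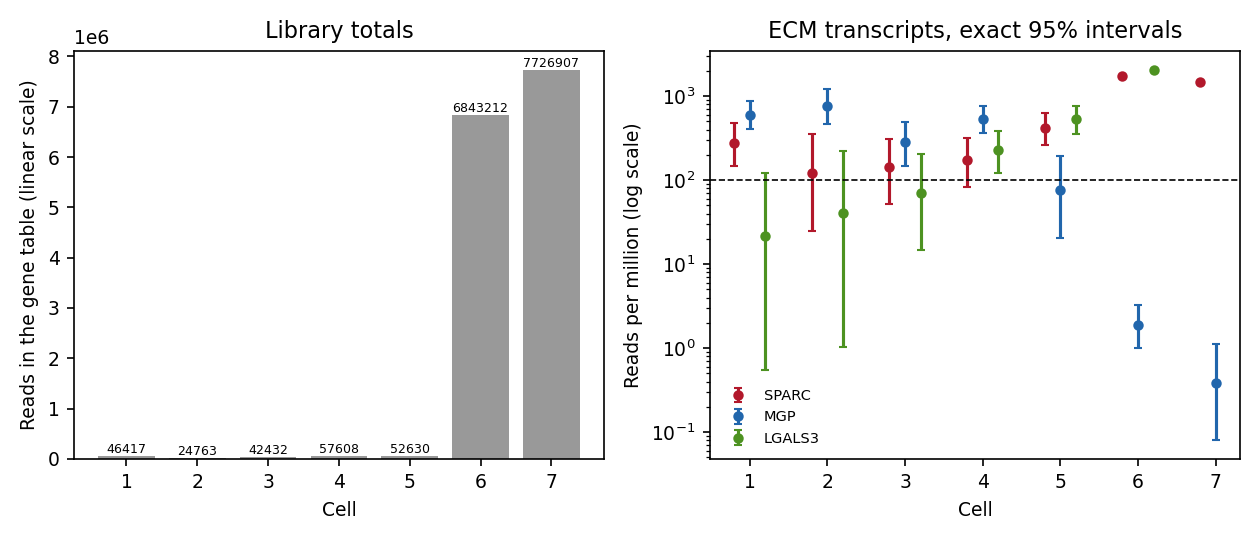
Left, reads in the gene table for each of the 7 cells on a linear axis starting at 0. Right, level of SPARC, MGP and LGALS3 in each cell in rpm on a log axis, with exact 95% intervals as bars (genes without reads are not drawn) and a dashed line at 100 rpm; SPARC lies above the line in 7 cells, with intervals that cross it in cells 2, 3 and 4.

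The wider set of ECM genes gave few transcripts shared by most cells. Of the 301 genes of the ECM list, 159 had a read in any cell, 53 exceeded 100 rpm in at least 1 cell, and 3 exceeded it in at least 4 of 7 cells. These were SPARC, MGP (matrix Gla protein, an inhibitor of calcification) and the fibrillar collagen gene COL24A1. Among 10000 random lists of 159 genes with reads, the mean number was 4.19, and 79.6% of the lists had 3 or more such genes. The number fell to 1 gene when cell 1, cell 3 or cell 4 was left out, and to 2 genes without cell 2 or cell 7. The list was partly ranked by the study on these cells, so it is not independent evidence for its leading genes.

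The ECM genes divided between cells. MGP (Entrez 4256, chromosome 12) was at 603, 767, 283 and 538 rpm in cells 1 to 4, at 76.0 rpm in cell 5, and at 1.90 and 0.388 rpm in the deep libraries of cells 6 and 7. SLITRK4, an abundant transcript of the shallow libraries, ordered cells 1 to 5 alike, at 31519, 38445, 18170, 29857 and 3781 rpm. The shallow libraries may share a background of fixed composition, and whether MGP is part of it was not tested. LGALS3, which encodes the galactose-binding lectin galectin-3, was at 2048 rpm in cell 6, 532 rpm in cell 5 and 226 rpm in cell 4 (46 reads over the 5 shallow libraries, against 49.1 predicted from the deep ones), and had 0 reads in cell 7, which allows up to 0.388 rpm. LGALS3 is among the genes specific to cell 6 that set this prediction, so its match is no separate support. COL24A1 and SMC3, a cohesin subunit, were highest in cell 7 at 721 and 902 rpm. They stood at 2.05 and 3.21 rpm in cell 6. In cell 5, 40 members of the ECM list were above 100 rpm, a number that 0.01% of the random lists reached. The list lay under the random mean in other cells, with 6 members against 20.05 in cell 7, 6 against 11.5 in cell 1, 8 against 10.9 in cell 2 and 5 against 9.21 in cell 4. In cells 3 and 6 it had 7 against 4.91 and 2 against 1.65.

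Of the other genes that the study named for human CTCs, ANXA2, SPON2 and LGALS3BP were above 100 rpm in 0 cells. ANXA2 had reads in 3 cells, SPON2 in 4 cells and LGALS3BP in 5 cells. ANXA2 was at 86.2 and 80.8 rpm in cells 1 and 2. SPON2 was at 64.6, 80.8 and 52.1 rpm in cells 1, 2 and 4. Each of these levels rests on 2 to 4 reads and on a total over all rows. Rows without a symbol took 57.9%, 61.5% and 62.9% of reads in cells 1, 2 and 4. Totals of Entrez rows alone would give higher levels, which are not reported here for these genes. Their failure to pass the threshold may therefore come from the totals used. Among ECM genes of mouse CTCs, DCN, CCDC80, COL1A2, COL3A1 and TIMP2 were also above 100 rpm in 0 cells, and COL1A2 and COL3A1 had no read in any cell. The 12 genes of the fibroblast list summed to between 0 and 167 rpm. Its single member above 100 rpm was PDGFRA, a growth factor receptor, at 167 rpm in cell 7.

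To assess epithelial identity, keratins and adhesion genes were examined. KRT18, an intermediate filament protein of simple epithelia, was above 100 rpm in cells 2, 4 and 5 at 121, 122 and 209 rpm, and KRT19 in cell 4 at 104 rpm. EPCAM, an epithelial adhesion molecule that served to pick the cells, was above 100 rpm in cells 1, 2, 4 and 5 at 194, 121, 122 and 114 rpm. The lower bound of the interval was above 100 rpm in 0 cells for EPCAM, which rested on 3 to 9 reads in these libraries, in 0 cells for KRT19 and in cell 5 alone for KRT18. In the deep library of cell 7, KRT18 was at 77.0 rpm (interval 70.9 to 83.4) and KRT8 at 15.0 rpm on 116 reads. EPCAM stood at 0.292 rpm in cell 6 and had 0 reads in cell 7. CDH11, the second antigen used for picking, had 0 reads in all 7 cells. SPARC and at least 1 of KRT7, KRT8, KRT18 and KRT19 were both above 100 rpm in 3 of 7 cells (42.9%, interval 9.90% to 81.6%), which came from 2 donors. All 3 were shallow libraries, and 3 of the 5 shallow libraries, from 2 donors, had correlations of 0.998 to 0.999 with each other. These cells and donors can therefore not all be counted as independent support. The number was 4 at 50 rpm, without the 10 leading rows in the total and with Entrez totals. It was 1 at 200 rpm, 0 with TMMwsp factors and 0 after subtraction of the reads predicted from the deep libraries. TMMwsp factors ran from 0.0120 in cell 6 to 14.2 in cell 5. Subtraction took SPARC below the threshold in the shallow libraries. KRT18 had 23 reads there against 1.31 predicted, and KRT19 had 10 against 0.00569.

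Over all 7 epithelial markers, the sum per cell was 280, 323, 118, 365, 760, 1.02 and 92.1 rpm for cells 1 to 7, and 4 cells had a member above 100 rpm. The mean over donors was 2.14 ± 0.30 on the log10 scale, or 2.32 without cell 6. The share of random lists with as many members above 100 rpm was 0.63% in cell 4 and 0.58% in cell 5, and between 7.53% and 100% in the other cells. Of the pancreatic ductal and adenocarcinoma list, AGR2, a protein disulfide isomerase of secretory epithelia, was at 259, 121, 212 and 330 rpm in cells 1 to 4 and at 0.146 rpm in cell 6. CEACAM6 was above 100 rpm in cells 2 and 5. LCN2 was at 292 rpm in cell 7. INS, GCG and SST, which encode islet hormones, had 0 reads in all 7 cells, and TTR was the single gene of the endocrine list with reads, in cell 1.

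Transcripts of red cells exceeded those of the other cell type lists in cells 1 to 6 but not in cell 7. HBB, the beta chain of adult hemoglobin, took 73.2% of all reads in cell 6 and 24.1% in cell 5. It stood between 8861 and 32530 rpm in cells 1 to 4 and at 47.8 rpm in cell 7. The heme synthesis enzyme ALAS2 was at 8379 rpm in cell 6 and 2983 rpm in cell 5, and the anion exchanger SLC4A1 at 2979 and 1007 rpm. Of the 9 erythroid genes, 8 were above 100 rpm in cells 5 and 6, a number that no random list reached. Of 36 genes specific to the library of cell 6, 36 lay within 2-fold of 0.263% of their reads in cell 5, a share at which 13190 HBB, 151 ALAS2 and 53.7 SLC4A1 reads would be found there, against 12699, 157 and 53 observed. HBB, ALAS2 and SLC4A1 are among these 36 genes, so their match is no separate support. Over the 5 shallow libraries HBB had 16225 reads against 17549 predicted in the same way.

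Platelet transcripts were present in every cell and highest in cell 7. The platelet list summed to 3038, 3109, 1532, 2639, 1045, 1657 and 19625 rpm, a mean of 3.66 ± 0.56 on the log10 scale over 3 donors. TUBB1, the platelet form of beta tubulin, was at 7221 rpm in cell 7 and between 190 and 1228 rpm in cells 1 to 5, and at 22.7 rpm in cell 6. The median shares at which the genes specific to cell 7, TUBB1 among them, appear elsewhere predict 169 TUBB1 reads in cell 6, against 155 observed. With the genes specific to cell 6 added, they predict 123 reads over the 5 shallow libraries, against 180 observed. The acrosin-binding protein gene ACRBP was at 5493 rpm and the integrin gene ITGA2B at 862 rpm in cell 7. PPBP, a platelet chemokine, was instead highest in cell 2 at 565 rpm and cell 6 at 440 rpm. In cell 7, 12 of 24 measured members were above 100 rpm, a number that no random list reached. In cell 5, 4 members were, as many as in 36.7% of the random lists, and in the other cells the share was between 0.02% and 3.59%. The mean of the list was 3.35 without cell 7. ITGA2B and ITGB3 also belong to the hematopoietic list.

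Leukocyte and endothelial transcripts were lower. The hematopoietic markers summed to between 3.51 and 304 rpm in cells 1 to 6 and to 1041 rpm in cell 7, of which ITGA2B made up 862 rpm, and their mean was 2.10 ± 0.80 on the log10 scale, or 1.64 without cell 7. PTPRC, which encodes the leukocyte antigen CD45, had reads in cell 5 alone, at 57.0 rpm. The endothelial markers had a mean of 2.03 ± 0.34, and were above 100 rpm for SELE in cell 2, for CDH5 and VWF in cell 5 and for PECAM1 in cell 7. The T and NK cell list had a member above 100 rpm in 1 cell (GZMB, 162 rpm), the myeloid list in 1 cell (LYZ, 108 rpm) and the B and plasma cell list in 0 cells.

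**Figure D2:**
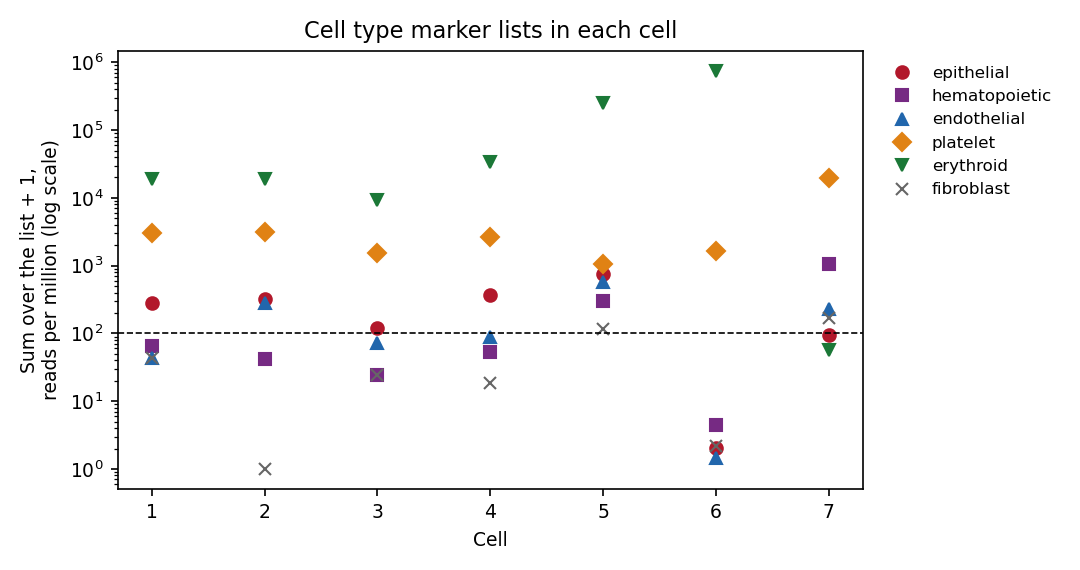
Sum of rpm over 6 marker lists in each of the 7 cells, plus 1, on a log axis, with a dashed line at 101 (a sum of 100 rpm plus 1). Erythroid genes lead in cells 1 to 6 and platelet genes in cell 7, and the epithelial list lies at 1.02 rpm in cell 6.

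Genes that the study named for other cell states were then examined. Of the stem cell genes other than EPCAM, ALDH1A2 and PROM1 had no read in any cell, and CD44 was detected in 6 cells at up to 86.8 rpm. Of the epithelial-mesenchymal transition genes, S100A4, a calcium-binding protein, was at 752 rpm in cell 6 and 285 rpm in cell 5, the epithelial cadherin CDH1 at 209 rpm in cell 5 on 11 reads, the integrin ITGA5 at 187 rpm in cell 7, and VIM, which encodes vimentin, did not exceed 64.6 rpm. KLF4 had reads in 3 cells and IGFBP5 in 0 cells. Of RAS-related genes, MRAS was at 189 rpm in cell 3 and RRAS2 at 190 rpm in cell 5, each a small GTPase. Proliferation genes summed to between 0.438 and 684 rpm, with 3 members above 100 rpm in cell 5.

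To find transcripts common to all cells, genes above 100 rpm in every cell were counted. There were 13. The product of the cells' shares gives 1.77e-05 genes, a value that ignores genes abundant in most cells, shared donors and reads shared between libraries, and so is no test. They were B2M, PIP4K2A, NCOA4, UBB, MPP1, MALAT1, BNIP3L, TAX1BP1, FTH1, RPL19, MKRN1, SPARC and OAZ1. B2M, the light chain of MHC class I, was the most even at 3.38 ± 0.05 on the log10 scale. The nuclear RNA MALAT1 had the highest mean, 3.99 ± 0.78, and ran from 214 rpm in cell 6 to 65553 rpm in cell 7. The ferritin receptor NCOA4 (377 to 9035 rpm), the mitophagy receptor BNIP3L (189 to 2803 rpm) and the erythrocyte membrane protein MPP1 (236 to 3409 rpm) are also abundant in red cell precursors. The number was 41 without cell 6 and 22 without cell 7. In the 2 deep libraries alone it was 48. Reads shared between libraries may also carry genes past the threshold. In cell 5, SPARC had 22 reads against 34.6 predicted from the deep libraries. MALAT1 had 1462 reads in cell 6 and 506524 in cell 7, whose specific genes, MALAT1 among them, appeared in cell 6 at a median 0.303%. B2M went the other way, with 481 reads over the shallow libraries against 177 predicted. The 13 genes were not recounted after subtraction of such reads, so expression by every cell is not shown.

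Ribosomal protein genes and stress genes differed in number between cells, without a test, and 3 of the shallow libraries had correlations of 0.998 to 0.999 with each other. Of 31 ribosomal protein genes, 29, 25, 14 and 24 were above 100 rpm in cells 1 to 4, against 3, 4 and 8 in cells 5 to 7. Of the immediate early and heat shock list, 3, 4, 2, 4, 1, 0 and 3 members were above 100 rpm in cells 1 to 7. The chaperone gene HSP90AA1 was at 1422, 1454, 589 and 1250 rpm in cells 1 to 4 and at 133, 3.07 and 450.5 rpm in cells 5, 6 and 7. SLITRK4, which encodes a neuronal membrane protein, was the most abundant named gene in cells 1 and 2 at 31519 and 38445 rpm, and was at 10.4 rpm in cell 6 and 0.906 rpm in cell 7. SLC25A37, the mitochondrial iron importer, ranged from 10770 to 19868 rpm in cells 1 to 4. MACF1, a cytoskeletal linker, and EPB41, a membrane skeleton protein, were highest in cell 3 at 43599 and 20174 rpm.

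Heterogeneity between cells was measured by the correlation of rpm across table rows. The mean correlation was 0.684 (jackknife 95% interval -0.154 to 0.950), while the median over pairs was 0.132, and the 3 pairs among 3 of the shallow libraries lay at 0.998 to 0.999. Single pairs ran from 0.00214 to 0.999, with 4 of 21 pairs above 0.9 and 10 pairs below 0.1. To ask whether cells of a donor were more alike, the 7 pairs within donors were set against the 14 pairs between donors. Their mean correlations were 0.816 and 0.594, and 17 of all possible assignments of cells to donors of the same sizes gave a difference as large (exact permutation test, one-sided p = 0.162). The difference reached an exact permutation p = 0.0333 without cell 4 and turned negative, at -0.0361 on the atanh scale, without cell 7. It was also negative for log10 values (-0.0538, exact permutation p = 0.676) and for Spearman correlations (-0.0435, exact permutation p = 0.619).

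The number of named genes with at least 1 read was 4392, 2703, 2718, 4008, 6276, 3772 and 6558 in cells 1 to 7, with a mean of 4766 ± 1585 over 3 donors. After thinning every library to 24763 reads the counts were 3277, 2703, 1999, 2682, 4931, 241 and 2509. Thinning matched the totals over all rows and not the reads on named genes, since rows without a symbol took from 5.48% to 62.9% of reads.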

Values the study reported

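The study analysed 7 pancreatic CTCs and set them beside 29 breast and 77 prostate CTCs. It reported that 6 ECM genes were above 100 rpm in more than 15% of all CTC samples. SPARC was reported above 100 rpm in 100% of pancreatic CTCs, against 31% of breast and 9% of prostate CTCs.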

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

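All tests of explanations below were chosen after the results were seen, and no biological explanation that the design names was tested, since the cells form a single group; RNA from other cell types is weighed as a technical one. A cell was taken to stand apart where its gap to the nearest other cell, divided by the range of all 7, exceeded the critical value of Dixon's test. Of 166 values tested, 39 did, and chance alone gives about 1 in 20 for continuous values; that rate does not apply where most cells tie at 0 reads, and a gene or list with reads in 1 cell has a ratio of 1.00 by construction.

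Among the lists, the ratio was 0.646 for epithelial markers, 0.572 for endothelial markers, 0.645 for myeloid genes, 0.876 for pancreatic ductal genes, 0.569 for proliferation genes and 0.610 for immediate early and heat shock genes, each with cell 6 lowest. It was 0.628 for platelet genes, with cell 7 highest. It was 1.00 for endocrine genes, with reads in a single cell. Of 31 genes, 19 had reads in 1 cell only and a ratio of 1.00: ACTA2, ALDH1A1, BRAF, CCDC80, CDH5, DCN, EGFR, FCGR3A, FGA, FGB, KRT7, MCAM, MET, MUC1, PTPRC, RRAS2, SELE, TTR and VWF. The ratio was 0.884 for CD14, 0.885 for CSF3R, 0.881 for GNLY, 0.852 for TF and 0.688 for LCN2, each detected in 2 cells. It was 0.583 for EEF1A1, 0.596 for EPB41, 0.588 for HBD, 0.609 for HSP90AA1, 0.597 for RPS27A, 0.606 for VCL and 0.660 for XRCC5, which were low in 1 cell. Rows without a gene symbol took up to 62.9% of a library's reads; the leading pair, both at chromosome 2, 37423634 to 37431886 of hg19, held identical counts and 19.8% of the reads of cell 1 each.

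The first pattern is the presence of SPARC in the 5 shallow libraries. Of 36 genes specific to the library of cell 6, 36 lay within 2-fold of a common share (0.263%) in cell 5 but 12 to 22 in cells 1 to 4, and of 240 genes specific to cell 7, 102 to 140 did in cells 1 to 5, so a constant share describes cell 5 alone well. From the median shares, estimated without SPARC, the 5 libraries would hold 65.7 SPARC reads against 54 observed (Poisson interval 40.6 to 70.5), a ratio of 0.822. For MGP the prediction was 0.0521 reads against 94 observed, and whether its reads belong to the background weighed below was not tested. Reads of the deep libraries in the shallow ones may therefore account for SPARC there. Platelet RNA from another source also stays open, since the platelet genes PPBP and TUBB1 were at 5.45 and 1.47 times their predictions, but ACTB and B2M, which are not specific to platelets, were at 3.09 and 2.71 times theirs, so the excess does not point to platelets alone.

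The second pattern is that 3 shallow libraries from 2 donors had correlations of 0.998 to 0.999. Correlations of rpm follow the rows with the most reads, and the 10 leading rows took from 56.1% to 63.9% of reads in cells 1 to 4. Over rows with at least 20 reads in a pair, chi-square per degree of freedom ran from 3.32 to 4.77 in these pairs. It was at least 109 in the other pairs. A library deposited more than once is argued against, since chi-square per degree of freedom was 3.32 in the closest pair, where sampling alone gives about 1. Of the 30 rows that lead these libraries, 29 and 20 lay within 2-fold of a common ratio in the other shallow libraries. At least 20 was the cut for a background of fixed composition in the shallow libraries, set after the data were seen. The lower count lay just at it. Rows can overlap, as on the mitochondrial chromosome, so they are not independent, and such a background stays open. In the deep libraries 7 and 4 of the 30 rows lay within 2-fold of a common ratio, so a background in all libraries is not shown.

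The third pattern is the blood cell transcripts of the deep libraries. The CD45 gate would not remove red cells or platelets. Per the study, the size separation before it parts nucleated cells from red cells and platelets, so nucleated precursors of these would pass it. In cell 6, 8 of 9 erythroid genes were above 100 rpm, led by HBB at 732143 rpm and ALAS2 at 8379 rpm, and of the reads left after the erythroid list the epithelial list made up 4.17 rpm (interval 1.67 to 8.58). Without the 10 leading rows it made up 6.38 rpm, so dilution by the listed erythroid genes or by these rows is argued against as the whole account. The reads left after the erythroid list still hold NCOA4 (61827 reads) and BNIP3L (19183 reads), also abundant in red cell precursors. A minor share of epithelial RNA can therefore not be excluded. RNA of a red cell in place of an epithelial cell is a candidate explanation that stays open. In cell 7, 12 of 24 platelet genes were above 100 rpm, led by TUBB1 at 7221 rpm, and platelet or megakaryocyte RNA may be the source beside 92.1 rpm of epithelial transcripts. In mice, the study described a class of CTCs with platelet markers, which it held most likely to come from adherent platelets. Whether cell 7 is such a cell was not tested.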

How the results depend on the processing

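Of 184 alternative values of the designed results, 150 stayed within the tolerance set for them: 1 SD for levels, the exact interval for shares of cells, 1.5-fold for counts of genes, and the same sign and side of p = 0.05 for the donor difference. Within it, keratin and SPARC shared 1 cell at 200 rpm, and 4 cells at 50 rpm, without the 10 leading rows in the total and with Entrez totals. The levels of SPARC and of the epithelial, hematopoietic, endothelial and platelet markers and the mean correlation moved by less than 1 SD or jackknife standard error under every alternative run. For the correlation that error was wide, at 0.506 on the atanh scale. The mean correlation was 0.432 for log10 values, 0.411 with Spearman correlation, 0.541 without cell 2 and 0.822 without cell 7. The levels still moved over 1.5-fold in places: totals without the 10 leading rows raised SPARC from 2.66 to 2.97 on the log10 scale, and leaving out cell 7 lowered it to 2.41, hematopoietic markers from 2.10 to 1.64 and platelet markers from 3.66 to 3.35. Alternatives chosen after seeing the data were the Entrez totals, named genes alone, the 2 deep libraries alone, the lower bound and the subtraction of predicted reads. SPARC was above the threshold in 4 cells at 200 rpm and 2 cells at 1000 rpm, and in 5 cells with TMMwsp factors. By its lower exact bound it was above 100 rpm in 4 cells, and after subtracting reads predicted from the deep libraries in 2 cells, the deep ones, from which nothing was subtracted. The number of ECM genes above the threshold in over 50% of the cells used was 5 at 50 rpm, 0 at 1000 rpm, 8 without the 10 leading rows in the total, 5 with Entrez totals and 1 in the deep libraries alone; without single cells or donors it ran from 1 to 5. Genes above the threshold in every cell numbered 26 at 50 rpm, 6 at 200 rpm, 1 at 1000 rpm, 40 without the 10 leading rows, 4 with TMMwsp factors, 22 with Entrez totals and 48 in the deep libraries; without single cells or donors they ran from 13 to 211, since fewer cells must pass. Keratin and SPARC shared 0 cells at 1000 rpm, with TMMwsp factors, in the deep libraries and after subtracting predicted reads. TMMwsp factors ran from 0.0120 in cell 6 to 14.2 in cell 5, so values under them rest on a very large rescaling. The within minus between donor difference was -0.0538 for log10 values and -0.0435 with Spearman correlation, against 0.459 on the atanh scale; it was 0.745 for named genes (exact permutation p = 0.0571), 0.169 without the 10 leading genes (exact permutation p = 0.267), and from -0.0361 to 1.40 without single cells. Genes detected averaged 2189 with at least 5 reads and 2654 after thinning. Except where stated, the cause was not tested. Levels of named genes moved beyond their SD for 36 of 116 genes with reads under a pseudocount of 10. Depth limits cells 1 to 5, where 100 rpm is under 6 reads.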

Other observations

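Housekeeping and cytoskeletal genes differed between libraries. The 12 measured genes of the actin cytoskeleton list summed to 4029, 2867, 1862, 3489, 798, 130 and 5060 rpm in cells 1 to 7, and 0 members were above 100 rpm in cell 6. ACTB, cytoplasmic actin, was at 1227 rpm in cell 7 and 40.9 rpm in cell 6. The housekeeping list ran from 2757 to 8913 rpm, with B2M alone at 5593 rpm in cell 6. Ribosomal protein genes summed to 11203 rpm in cell 1 and 1767 rpm in cell 5. The hepatocyte list summed to at most 80.8 rpm and the mesothelial list to at most 156 rpm. The extended endothelial list reached 1329 rpm in cell 7, of which ESAM, an adhesion molecule that platelets also carry, made up 1031 rpm.

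Rows of the mitochondrial chromosome took 8.83%, 7.22%, 4.06%, 7.19%, 0.899%, 0.229% and 0.623% of reads in cells 1 to 7. The 240 genes specific to the library of cell 7 were all detected in cell 6, at a median 0.303% of their reads and within 2-fold of that share for 234. Chi-square per degree of freedom against a single share was 8.01 there. For the 36 genes specific to cell 6 it was 1.37 in cell 5, from 3.65 to 6.26 in cells 1 to 4 and 2412 in cell 7, and for the genes specific to cell 7 it ran from 4.28 to 1461 in cells 1 to 5. Of 20 genes with at least 3000 reads in each deep library, the ratio of observed to predicted reads in the shallow libraries had a median of 1.16 and ran from 0.473 to 2.71, and 5 genes lay lower than SPARC.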
